A study of Mus musculus with 45 samples. Its data were reported in "Transcriptome and DNA Methylome Analysis in a Mouse Model of Diet-Induced Obesity Predicts Increased Risk of Colorectal Cancer" (2018).

How the data were processed

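The series held 45 samples of colonic epithelium from young male mice, 15 each for RNA sequencing, sequencing of bisulfite PCR amplicons (BSP-seq) and whole-genome bisulfite sequencing (WGBS). Bisulfite treatment converts unmethylated cytosines, so that the share of reads that still hold a cytosine gives the methylation level of a CpG. Each assay covered 3 groups of 5 mice. Control mice ate a diet with 10% of energy from fat for 20 weeks, obese mice a diet with 60% for 20 weeks, and formerly obese mice 15 weeks of the high-fat diet followed by 5 weeks of the low-fat diet. Groups and replicate numbers were taken from the sample labels. The labels named no sequencing batch, and WGBS values of single mice and older mice of the study were not analysed here.

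For RNA-seq, the authors mapped paired reads of a stranded mRNA library to mm10 with TopHat and deposited raw counts per annotated gene from HTSeq-count, one column per mouse. The strand mode and the annotation release were not in the descriptions read here, so counts of overlapping or antisense genes are uncertain. The table had 24918 gene entries, and 369 gene names had more than 1 entry, which were tested as separate entries. For the comparisons against control mice, the authors also deposited DESeq2 tables with a log2 fold change and a p-value per gene, raw and adjusted. For BSP-seq, the authors deposited the fraction of methylated reads per CpG and mouse, from 0 to 98.63 once written in percent. The table held no read depth per CpG, so no interval was set on single values. Of 253 CpG entries, 20 repeated another entry exactly and were counted once, which left 233 CpGs, each on a CG of the GRCm38 sequence (mm10). For WGBS, the authors mapped reads with Bismark, compared obese with control mice by the Rao-Scott likelihood ratio test and deposited a list of differentially methylated regions (DMRs), each with a position and a direction. The list gives no value per mouse.

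Gene counts were compared in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, libraries were scaled by TMM, and all 15 libraries entered one quasi-likelihood fit with the group as the only term. A gene was called when its fold change was over 1.2 in either direction, its p-value under 0.01 and its Benjamini-Hochberg adjusted p under 0.25, the cutoffs in the methods of the study. CPM are counts per library total after TMM scaling, and log2 CPM used a prior count of 2. Standard errors come from the fitted model. The fit was tested on simulated data with 12896 genes drawn independently, of which 200 were changed by a log2 of 0.5 or 1. It called 175 of these (87.5%), with 35 false calls among 210 (16.7%), and called 0 genes in a comparison with no change. For CpGs, also drawn independently and shifted by more than their within-group SD, 45 of 50 changed sites were recovered with 3 false calls. Smaller changes and variation shared between genes or CpGs were not simulated. These rates therefore need not hold for the measured libraries, where other splits called up to 626 genes.

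The named genes followed a rule fixed before the data were examined. For each comparison these were the 3 called genes in each direction with the smallest p-value and a mean of at least 50 counts. The genes of the lists that were written from the study were added. For cell type markers, its main text names no gene and points to a supplementary table. The lists do not hold each gene that the study names. Ndufa3, Ndufa4, Ndufa8, Ndufa12 and Atp5g1 were not in them, and Hoxb13 was tested as part of the posterior Hox list. For CpGs these were the 3 with the smallest p-value in each comparison, and for amplicons the 2 with the smallest. Before the data were examined, 21 gene lists were also written, namely fuel genes lower and fuel genes higher in obese mice (the latter list also holds Slc7a9, an amino acid transporter gene), phospholipid genes, feedback and stress-kinase genes and cell type markers (these 5 named by the study), and lists for lipogenesis, PPAR targets, proliferation, goblet cells, enteroendocrine cells, colonocytes, stem cells, small intestine, smooth muscle, fibroblasts, immune cells, adipocytes, the circadian clock, immediate early genes, posterior Hox genes and anterior Hox genes. The study chose its fuel and phospholipid genes on these same libraries, so they are not independent evidence. Nor are Spry1 and Hoxb13, which the study shows as examples of persistent change after weight loss in these groups. The 16 lists with at least 5 tested genes were compared with fry of limma 3.58.1, two-sided, and adjusted over 48 tests. A list score is the mean log2 CPM of its tested genes in a library.

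The share of the obese change that formerly obese mice retained was computed with genes picked in 3 control and 3 obese libraries and measured in the other 2 of each group and in all 5 formerly obese libraries, over 100 splits. A share of 0 is full reversal and 1 full retention. Because the comparisons against control mice share the control libraries, 20 data sets with no difference between groups were simulated. The design fixed beforehand kept the control libraries as measured, but all 15 libraries were drawn anew, since measured control libraries set against their own means would remove the shared chance deviations that the simulation has to carry.

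The design had assumed percent values for BSP-seq. The fractions were multiplied to percent and compared per CpG with limma on log2((percent + 1)/(101 - percent)), with an adjusted p under 0.05 as threshold. CpGs within 500 bp of the next formed 23 amplicons. Amplicon and per-mouse means were compared by exact two-sided permutation tests of 252 arrangements, whose smallest p is 0.00794. Over 23 amplicons an adjusted p under 0.05 can therefore be reached only by 4 or more amplicons together. Amplicons and DMRs were placed on GENCODE release M21 (GRCm38). DMRs near genes were counted within 100 kb of the start of a called gene and compared with 10000 random sets of tested genes drawn from 20 bins of mean expression. Control runs of CpGs for DMR length and position were drawn at random with as many CpGs as each DMR.

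Alternatives fixed before the data were examined were DESeq2 1.42.0, other scalings, other filters on low counts, an adjusted p under 0.05 with no fold cutoff, fits of the compared groups alone, the replicate number as a block, camera in place of fry, other scales and tests for CpGs, other distances and lengths for DMRs, and leaving out each replicate in turn. Removal of each library's GC trend, thinning of all libraries to the smallest total and mean methylation without the Lhx9 amplicon were chosen after seeing the data. For each comparison, 100 of the 126 splits of its 10 libraries, the real one included, were refitted. Values were tabulated with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plotted with matplotlib 3.10.9.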

Results

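RNA-seq, BSP-seq and WGBS measured gene expression and DNA methylation in the colonic epithelium, the cell layer that lines the colon, of control, obese and formerly obese mice. RNA-seq and BSP-seq each gave 5 mice per group, and WGBS gave a list of DMRs between obese and control mice. The RNA-seq libraries held 15230391 to 22762095 gene counts each. Formerly obese libraries were larger, with a mean total of 18.5 ± 2.52 (SD, n = 5, in units of 1e+06 counts) against 15.84 ± 0.57 in control mice (exact permutation p = 0.0159) and 16.24 ± 0.45 in obese mice (exact permutation p = 0.0317). Formerly obese replicate 3 had the highest total, and genes with at least 1 count numbered 15463 to 16083 per library. The 10 most abundant genes took 5% to 5.77% of the counts. The closest pair of replicates within a group differed by 5.72 times the sampling noise (chi-square per degree of freedom), so no library was a copy of another in its group. The first 2 principal components of log2 CPM held 18.6% and 15.3% of the variance.

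The comparison of obese with control mice asked which genes change with diet-induced obesity. Of 12961 tested genes, edgeR called 205, with 93 higher and 112 lower in obese mice. Of the tested genes, 16 had an adjusted p under 0.05, 15 of them among the called genes, and 1407 had an unadjusted p under 0.05. The median log2 fold change of the called genes was 0.50 in absolute size. The strictest cutoff moved the count most, to those 16 genes, while DESeq2 called 268. The count at an adjusted p under 0.05 also depended on the method, with 157 genes in the authors' deposited DESeq2 table. The count also depended on single libraries. It was 40 without obese replicate 3, 44 without control replicate 2, 55 without obese replicate 5, 85 without obese replicate 4, 130 without control replicate 1, 135 without obese replicate 1, 323 without control replicate 4 and 331 without obese replicate 2.

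Scd1, which encodes a stearoyl-CoA desaturase (mm10, chromosome 19, 44394450 to 44407709), had the smallest p-value. It fell from 56.2 ± 8.32 CPM in control mice to 19.3 ± 2.03 CPM in obese mice (SD, n = 5; log2 fold change -1.54, SE 0.16; edgeR adjusted p = 0.000224). Ccnd2 (chromosome 6, 127125709 to 127151048) fell from 331 ± 24.2 to 229.8 ± 10.6 CPM (log2 fold change -0.52, SE 0.07; edgeR adjusted p = 0.00346), and Ccbl2 (chromosome 3, 142701080 to 142744910) from 13.5 ± 0.56 to 9.88 ± 0.92 CPM (log2 fold change -0.44, SE 0.07; edgeR adjusted p = 0.022). Among higher genes, Pcdh17 (chromosome 14, 84443563 to 84537060) rose from 73.6 ± 7.47 to 100.3 ± 4.31 CPM (log2 fold change 0.45, SE 0.07; edgeR adjusted p = 0.016). Mgll (chromosome 6, 88724412 to 88828360) rose from 26 ± 5.01 to 45.3 ± 6.56 CPM (log2 fold change 0.80, SE 0.13; edgeR adjusted p = 0.022). Vps37c (chromosome 19, 10688815 to 10714419) rose from 62.9 ± 2.65 to 75.7 ± 2.51 CPM (log2 fold change 0.27, SE 0.05; edgeR adjusted p = 0.0371). Vps37c lost its call through the fold cutoff without control replicate 1 (log2 0.25), control replicate 3 (log2 0.25) or obese replicate 5 (log2 0.25), while the other 5 genes kept theirs under leaving out each replicate.

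**Figure D1:**
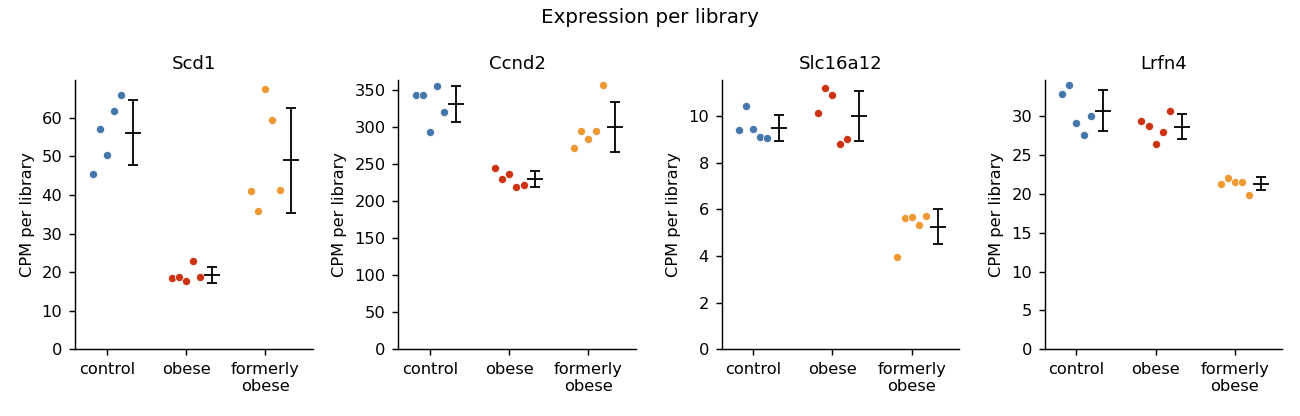
CPM of Scd1, Ccnd2, Slc16a12 and Lrfn4 in each RNA-seq library (y axes start at 0; points are libraries, bars the group mean ± SD, n = 5 per group). Scd1 and Ccnd2 were lower in obese mice and near the control level in formerly obese mice, while Slc16a12 fell to 5.26 CPM and Lrfn4 to 21.2 CPM in formerly obese mice alone.

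The study names genes of fuel use, and their changes in obese mice were measured here again on the same libraries. Of its 7 lower fuel genes, all 7 were lower in obese mice, with a median log2 fold change of -0.29. Adjusted over the list alone, 7 had an adjusted p under 0.05, against 0 over all genes tested, and 7 had an unadjusted p under 0.05. Because the study chose these genes on these libraries, the count over the list alone is not independent evidence. Acss2, Acsm3, Acadsb, Pfkm and Pdp1 were called, Acss1 (log2 -0.25) and Slc2a4 (log2 -1.14, edgeR adjusted p = 0.252) were not. Acss2 lost its call without control replicate 2 (log2 -0.25) or obese replicate 3 (log2 -0.25), Acss1 gained one without control replicate 3 (log2 -0.26) or obese replicate 2 (log2 -0.29), and Slc2a4 gained one without control replicate 3 (log2 -1.24) or obese replicate 2 (log2 -1.29). The calls of Acsm3 and Pdp1 were lost in 6 and 8 of the fits that left out a replicate, such as without obese replicate 3 (log2 -0.25 and log2 -0.26). Of the genes the study names as higher, the amino acid transporter gene Slc7a9 was called at log2 0.58, and its call was lost in each of the fits that left out a library except the one without obese replicate 2. The long-chain fatty acid genes Acaa1b (log2 0.67) and Slc27a2 (log2 0.40) were not called (edgeR adjusted p = 0.326 and 0.297), but passed without obese replicate 2 (log2 0.79) and without control replicate 5 (log2 0.49). DESeq2 called Slc2a4, Slc27a2 and Lpcat4, and the fit of the compared groups alone called Slc2a4 and Acaa1b. With the replicate number as a block, Acaa1b and Lpcat4 were called. Slc2a4 was also called with upper-quartile scaling, with at least 10 counts in every library and with the GC trend removed. Lpcat1 was lower (log2 -0.58, edgeR adjusted p = 0.0371) and Lpcat4 was not called (log2 0.59), but passed without control replicate 4 (log2 0.76) or obese replicate 2 (log2 0.71).

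The comparison of formerly obese with control mice asked what differs after weight loss. It gave 482 called genes, 240 higher and 242 lower. Of the tested genes, 282 had an adjusted p under 0.05, and 198 of these were among the called genes. Between formerly obese and obese mice, 343 genes were called, 159 higher and 184 lower. Here 25 tested genes had an adjusted p under 0.05, 22 of them called. The unadjusted p was under 0.05 for 2169 and 1731 genes. The balance of directions depended on the scaling. With each library's GC trend removed, 258 genes were higher and 197 lower against control mice. Against obese mice these were 158 and 133. With upper-quartile scaling they were 218 and 276 against control mice and 139 and 212 against obese mice. GC removal kept 238 of the 343 calls against obese mice, and 10 genes then had an adjusted p under 0.05. Leaving out a replicate gave 362 to 660 calls against control mice. Against obese mice it gave 167 without formerly obese replicate 5, 195 without obese replicate 1 and 209 without obese replicate 2. Whether formerly obese mice differed from control mice in more genes than obese mice did is tested under the other observations.

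Lrfn4 (chromosome 19, 4611784 to 4615667) was at 30.6 ± 2.64 CPM in control, 28.6 ± 1.57 in obese and 21.2 ± 0.84 in formerly obese mice (SD, n = 5; log2 fold change against control -0.53, SE 0.06; edgeR adjusted p = 0.00222). Its fall against obese mice (log2 -0.43) lost its call once the GC trend of each library was removed (log2 -0.20; edgeR adjusted p = 0.307). Slc16a12, a transporter gene (chromosome 19, 34668406 to 34747111), fell from 9.49 ± 0.54 in control and 10.01 ± 1.08 in obese to 5.26 ± 0.74 CPM in formerly obese mice (log2 -0.85 and -0.93; edgeR adjusted p = 0.0027 and 0.000747). Csad (chromosome 15, 102176998 to 102189043) fell from 57.5 ± 1.49 to 47.1 ± 1.26 CPM (log2 -0.29; edgeR adjusted p = 0.0029) and passed under the fold cutoff once GC was removed (log2 -0.24). Ccrn4l (chromosome 3, 51224447 to 51251654) rose from 44.8 ± 3.75 to 66.8 ± 5.29 CPM (log2 0.58; edgeR adjusted p = 0.00766). Btnl6 (chromosome 17, 34507935 to 34517352) rose from 90.4 ± 9 to 122 ± 9.20 CPM (log2 0.44; edgeR adjusted p = 0.00773) and Syk (chromosome 13, 52583437 to 52648792) from 57.8 ± 3.42 to 73.8 ± 3.45 CPM (log2 0.35; edgeR adjusted p = 0.0113). Against obese mice, Scd1 was higher at 49.0 ± 13.6 CPM (log2 1.35; edgeR adjusted p = 0.000747), as were Slc13a2 (chromosome 11, 78397276 to 78422185; log2 0.39) and Igf2bp2 (chromosome 16, 22059009 to 22163299; log2 0.37), both with an edgeR adjusted p of 0.0221. Trf (chromosome 9, 103208876 to 103230286) was lower, at 14.4 ± 2.40 against 23.2 ± 2.63 CPM (log2 -0.69; edgeR adjusted p = 0.0191).

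Of the 205 genes called in obese mice, 65 were called with the same sign in formerly obese mice too (30 higher, 35 lower) and 0 with the opposite sign, while 193 had the same sign whether called or not. In addition, 36 were called back, that is, in the opposite direction between formerly obese and obese mice. Among settings that kept all libraries, an adjusted p under 0.05 with no fold cutoff moved the shared count most, to 6. It was 12 without control replicate 2, 15 without obese replicate 3, 24 without obese replicate 5, 34 without obese replicate 4, 39 without control replicate 1, 115 without obese replicate 2 and 140 without control replicate 4. In simulated groups with no difference at most 3 genes were called per comparison, so they give no count of shared calls to set beside 65. At equal ranks, 54 genes overlapped against a simulated mean of 51.6 (42 to 65). Spearman's correlation of the log2 fold changes across genes, which are not independent replicates, was 0.465 against a simulated mean of 0.464, and the same-sign share was 66.8% against 66.9%. Of the 482 genes called in formerly obese mice, 417 were not called in obese mice and 435 had the same sign there. The shared control libraries favour the same sign, and the simulations give no same-sign share for called genes. The counts of 193 and 435 therefore do not show retention by themselves.

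**Figure D2:**
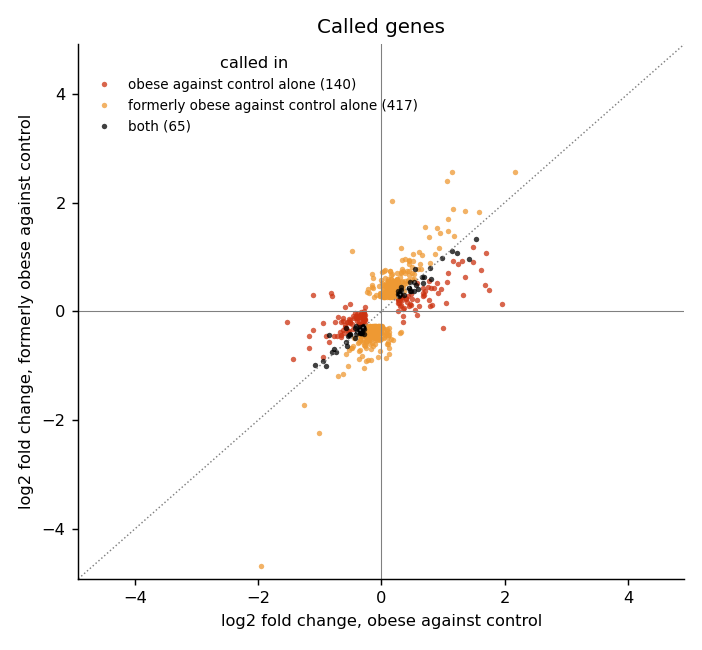
Log2 fold change against control mice of each called gene, in obese mice (x axis) and formerly obese mice (y axis), coloured by the comparison that called it, with the diagonal dotted. The 65 genes called in both lie in the lower left and upper right quadrants, and both axes share the control libraries.

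With genes picked and measured in separate libraries, formerly obese mice retained a share of 0.526 ± 0.471 of the obese change (SD, n = 5 mice). The mean signed log2 change was 0.25 in held-out obese libraries and 0.132 in formerly obese libraries, over a mean of 248.8 picked genes. The 5 mice gave 0.913, 0.538, 0.429, 0.96 and -0.208 in order of replicate. The share was above 0 in 94 of the 100 splits and above 1 in 16, and it ranged from -16.7 to 2.43, since the held-out change in the denominator was small in some splits. Picking at an adjusted p under 0.05 moved it most, to 0.259.

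Gene lists were then tested as sets. In obese mice, the fuel genes lower list (fry adjusted p = 0.00745) and the lipogenesis list (fry adjusted p = 0.00787, median log2 -0.19) were lower, and the small intestine list was higher (fry adjusted p = 0.0229, median log2 0.45, 9 of 9 tested genes). In formerly obese mice against control mice, the posterior Hox list (fry adjusted p = 0.00745, median log2 -0.45, 0 of 7 genes higher), the immediate early list (0.0283, median log2 -0.34) and the fuel genes lower list (0.0332, median log2 -0.27) were lower. The small intestine list (0.00745, median log2 0.63, 9 of 9 higher) and the colonocyte list (0.0219, median log2 0.34, 7 of 7 higher) were higher. Against obese mice, the colonocyte list was higher (0.0219, median log2 0.37, 7 of 7 higher). Adjusted over the list alone, the posterior Hox list had 5 genes under 0.05 in formerly obese mice against 2 over all genes, the small intestine list 8 against 1, the colonocyte list 6 against 1, the immediate early list 7 against 2 and the lipogenesis list in obese mice 6 against 1. The immediate early list rose to a fry adjusted p of 0.0621 once the GC trend was removed. Camera with a preset correlation passed 18 tests, and 9 of these held under fry. The smallest fry adjusted p over the comparisons was 0.316 for feedback and stress-kinase genes, 0.361 for anterior Hox genes, 0.389 for immune cells, 0.631 for cell type markers, the circadian clock, PPAR targets, proliferation and stem cells, 0.74 for goblet cells and 0.856 for enteroendocrine cells. These tests ask for a common direction, so genes that move both ways can cancel. Of the feedback and stress-kinase genes, 8 of 16 were higher in formerly obese than in control mice. There the mixed test of fry, which ignores direction, gave an unadjusted p of 3.11e-05. For the other lists of this group, the unadjusted mixed p was over 0.05 in each comparison.

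As scores per library, the lipogenesis list was at 6.58 ± 0.03 log2 CPM in obese and 6.86 ± 0.10 in control mice, and the obese libraries lay below each control library (SD, n = 5; exact permutation p = 0.0079, the smallest the design allows). In formerly obese mice it was 6.78 ± 0.15, above obese mice (exact permutation p = 0.0079) while its difference from control mice was not beyond the spread (exact permutation p = 0.349). The genes of the list moved apart. The median log2 fold change was -0.19 against control mice in formerly obese as in obese mice, 3 of the 11 tested genes were called in formerly obese mice (Gpam and Fads2 lower, Elovl6 higher), and Scd1 alone was called between formerly obese and obese mice. Camera gave an adjusted p of 0.0222 for the list in formerly obese against control mice, which did not hold under fry (0.113). Between formerly obese and obese mice camera gave an adjusted p of 0.0267, which did not hold under fry either (0.21). The posterior Hox score was 3.81 ± 0.13 in formerly obese and 4.23 ± 0.08 in control mice (exact permutation p = 0.0079), and the immediate early score 6.06 ± 0.10 and 6.41 ± 0.17 (exact permutation p = 0.0079). The small intestine score was 6.50 ± 0.47 against 5.63 ± 0.36 (exact permutation p = 0.0238), and in obese mice, where fry passed the list, 6.18 ± 0.48 (exact permutation p = 0.0873), and the colonocyte score 9.96 ± 0.14 against 9.52 ± 0.24 (exact permutation p = 0.0238). These p-values are not adjusted over the lists.

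**Figure D3:**
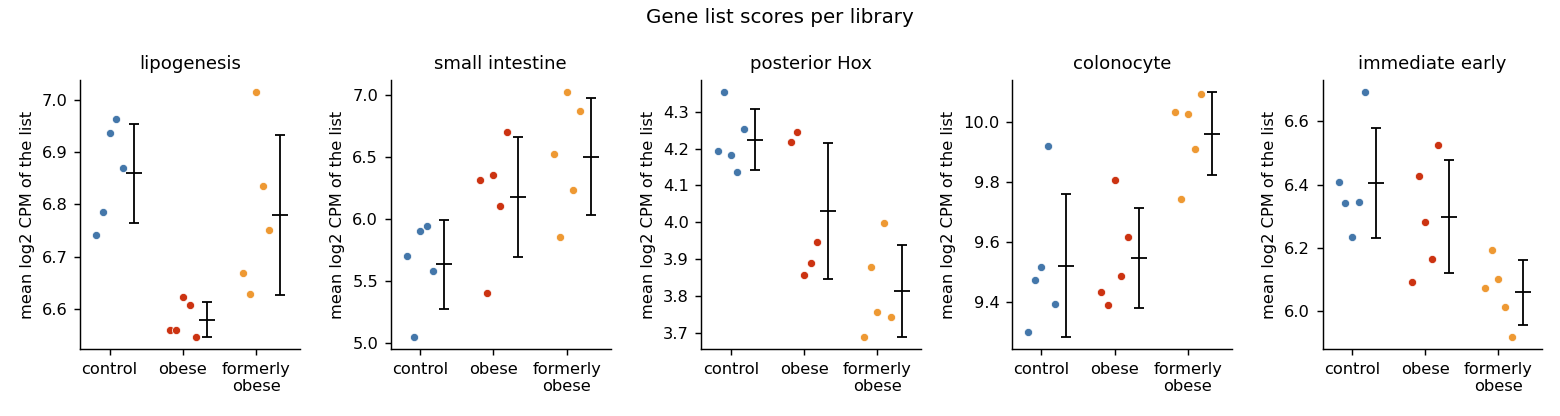
Mean log2 CPM of 5 gene lists in each RNA-seq library (y axes do not start at 0; points are libraries, bars the group mean ± SD, n = 5 per group). Each of the 5 obese libraries lies below the control libraries for lipogenesis, and each of the 5 formerly obese libraries lies below them for posterior Hox and immediate early genes.

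Of the genes the study names in aged mice, feedback and stress-kinase genes were compared here in young mice. Spry1 is also an example of persistent change that the study shows in the young groups, so its calls are not independent evidence. In formerly obese mice 4 of 16 were called, namely Spry1 (log2 -0.40; edgeR adjusted p = 0.0326), Cish (log2 -0.56; edgeR adjusted p = 0.0276), Dusp1 (log2 -0.67; edgeR adjusted p = 0.0682) and Dusp5 (log2 -0.60; edgeR adjusted p = 0.125). The last was lost in 6 fits that left out a replicate, such as without control replicate 1 (log2 -0.45). With all libraries kept, Dusp5 was also lost once the GC trend was removed (log2 -0.55) and with the replicate number as a block (log2 -0.59). In obese mice Spry1 was called (log2 -0.35; edgeR adjusted p = 0.143), and lost without control replicate 1 (log2 -0.31), control replicate 2 (log2 -0.34), obese replicate 3 (log2 -0.36), obese replicate 4 (log2 -0.32) or obese replicate 5 (log2 -0.34). Cish gained a call there with DESeq2, in the fit of the compared groups alone and without control replicate 4 (log2 -0.40), and Rasa4 gained one in formerly obese mice without the same library (log2 -0.32). Of the cell type markers Muc2, Chga, Sis, Lgr5 and Ascl2, Sis was called in formerly obese mice (log2 0.71; edgeR adjusted p = 0.0818), except without formerly obese replicate 5 (log2 0.57), and the others were not called in any comparison.

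The authors' deposited table for obese mice marked 287 genes (129 higher, 158 lower) and the authors' deposited table for formerly obese mice marked 545 (272 higher, 273 lower). Of the genes edgeR called, 194 of 205 and 464 of 482 were also marked in the authors' deposited tables. At an adjusted p under 0.05, these tables held 157 genes for obese and 634 for formerly obese mice, against 16 and 282 with edgeR. DESeq2 run on the deposited counts called 268 and 530, of which 258 and 509 were marked in the authors' deposited tables. In the authors' deposited tables, 107 genes were marked in both comparisons in the same direction (51 higher, 56 lower) and 1 in opposite directions.

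BSP-seq measured methylation at 233 CpGs in 23 amplicons. Mean methylation over these CpGs was 63.5% ± 0.90 in control, 63.2% ± 0.60 in obese and 63.7% ± 0.58 in formerly obese mice (SD, n = 5). Over all CpGs, the differences were within the spread between mice (exact permutation p = 0.564 for obese and p = 0.683 for formerly obese against control, p = 0.246 between them). The Lhx9 amplicon, which varied most between mice, decided this. Without it, an alternative chosen after seeing the data, the means were 67.1% ± 0.27, 67.7% ± 0.48 and 67.9% ± 0.30, higher by 0.60 percentage points in obese mice (exact permutation p = 0.0317) and by 0.75 in formerly obese mice (exact permutation p = 0.0238), both with an adjusted p of 0.0475 over the 3 comparisons. Over all CpGs, the sign changed for obese mice without control replicate 5 (0.02 percentage points) and for formerly obese mice without control replicate 2 (-0.07) or formerly obese replicate 1 (-0.01). At single CpGs, limma gave 1 CpG with an adjusted p under 0.05 in obese against control mice, 0 in formerly obese against control mice and 0 between formerly obese and obese mice, with 24, 22 and 9 CpGs at an unadjusted p under 0.05. That CpG (chromosome 14, 79822735, intergenic, in an amplicon 51639 bp from the nearest gene start, that of Pcdh8) was at 83.0% ± 0.85 in control, 85.6% ± 0.49 in obese and 85.3% ± 0.63 in formerly obese mice (limma adjusted p = 0.03 for obese and 0.091 for formerly obese against control). The count of 1 fell to 0 under an exact permutation test per CpG and without control replicates 1, 3 or 4 or obese replicates 1, 2, 3 or 5, and was 2 without control replicate 2. In formerly obese mice it was 1 without formerly obese replicate 5.

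The other CpGs named by the rule had limma adjusted p-values over 0.05. At 79822720 of chromosome 14, methylation was 71.6% ± 0.51 in control and 74.8% ± 1.00 in obese mice (limma adjusted p = 0.148). At 77434670 of chromosome 5 it was 62.9% ± 2.68 in control, 67.2% ± 1.25 in obese and 63.6% ± 0.44 in formerly obese mice (limma adjusted p = 0.148 for obese against control). For formerly obese against control mice these were 147128746 of chromosome 5 (67.2% against 63.7%; limma adjusted p = 0.155) and 21559816 of chromosome 10 (89.1% against 87.4%; limma adjusted p = 0.155). Between formerly obese and obese mice they were 56858457 of chromosome 2 (96.6% against 95.7%; limma adjusted p = 0.116) and 98035067 of chromosome 3 (90.5% against 89.0%; limma adjusted p = 0.75).

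Over whole amplicons, where the exact test cannot pass fewer than 4 of 23 after adjustment, 0 had an adjusted p under 0.05 between obese and control mice, and 1 had an unadjusted p under 0.05. The amplicon on chromosome 14 from 79822681 to 79823221, with 15 CpGs, was at 80.5% ± 0.64 in obese and 78.9% ± 0.99 in control mice (SD, n = 5; exact permutation p = 0.0159, adjusted 0.365). The amplicon on chromosome 5 from 77434535 to 77434671, in an exon of Gm34728, was at 71.2% ± 1.29 and 68.7% ± 2.19 (exact permutation p = 0.0556, adjusted 0.629). An amplicon in an untranslated region of Lhx9 (chromosome 1, 138838358 to 138838673, 20 CpGs) was at 24.6% ± 8.68 in control, 15.1% ± 8.44 in obese and 18.9% ± 8.02 in formerly obese mice (exact permutation p = 0.119 for obese against control). For formerly obese against control mice, 0 of 23 amplicons had an adjusted p under 0.05 (smallest 0.228) and 4 had an unadjusted p under 0.05, each higher in formerly obese mice. Outside the naming rule and chosen after their values were seen, these were amplicons in an exon of Pcdh8 (37.8% ± 0.82 against 35.2% ± 1.61; exact permutation p = 0.0159), on chromosome 10 from 21559765 (exact permutation p = 0.0317), in an exon of Epha6 (exact permutation p = 0.0397) and on chromosome 5 from 147128604 (exact permutation p = 0.0397). Between formerly obese and obese mice, 0 had an adjusted p under 0.05 and 1, in an intron of Nfix, an unadjusted p under 0.05 (exact permutation p = 0.0159).

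**Figure D4:**
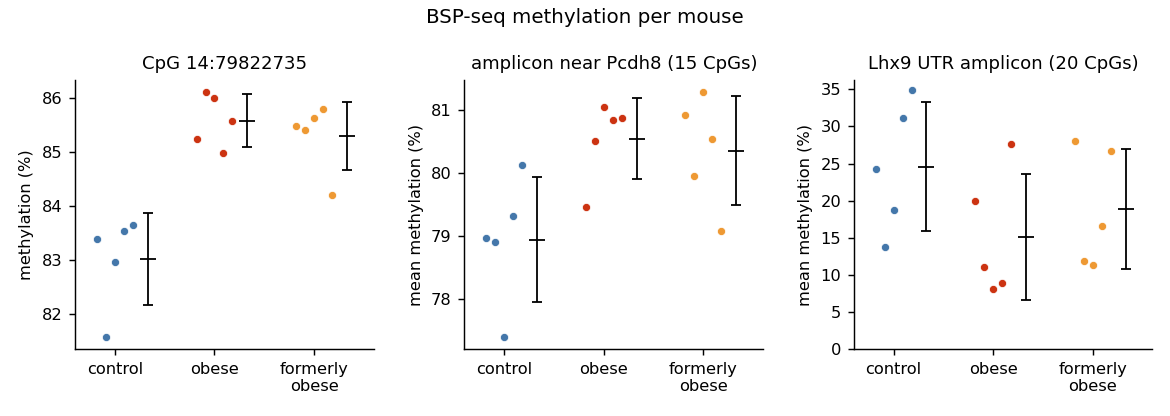
BSP-seq methylation in percent of the CpG at 79822735 of chromosome 14, of its amplicon near Pcdh8 and of the Lhx9 amplicon in each mouse (points are mice, bars the group mean ± SD, n = 5 per group; the y axis starts at 0 for Lhx9 alone). The CpG was higher in each of the 5 obese mice than in each control mouse, while the Lhx9 amplicon overlapped between groups with a within-group SD of 8.39 percentage points.

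The authors' list held 8199 DMRs between obese and control mice, 4123 with higher (hyper) and 4076 with lower (hypo) methylation in obese mice. Of these, 93.3% held 2 CpGs, and the most CpGs in a DMR was 8. The median length was 28 bp, and 1703 DMRs were at least 100 bp long. By position, 45.6% were intergenic, 43% in introns, 7.9% in exons and 3.5% in untranslated regions, against 44.8%, 42.4%, 8.0% and 4.8% of random control runs of as many CpGs. Within 1 kb of a gene start lay 8.8% of DMRs and 10.4% of control runs. The mean share of repeat-masked bases per region was 19.5% in DMRs and 28.3% in control runs. Control runs were drawn from all CpGs of the sequence, covered by reads or not, so coverage can account for such differences. Per 100000 CpGs of the sequence, chromosome 5 had 45.6 DMRs, chromosome X 27.9 and chromosome Y 3.69. The study called DMRs only from CpGs with a minimum coverage, and coverage per chromosome was not available here. The low rates on X and Y in these male mice may therefore reflect coverage. The list gives no values per mouse, so these counts have no replicate error.

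**Figure D5:**
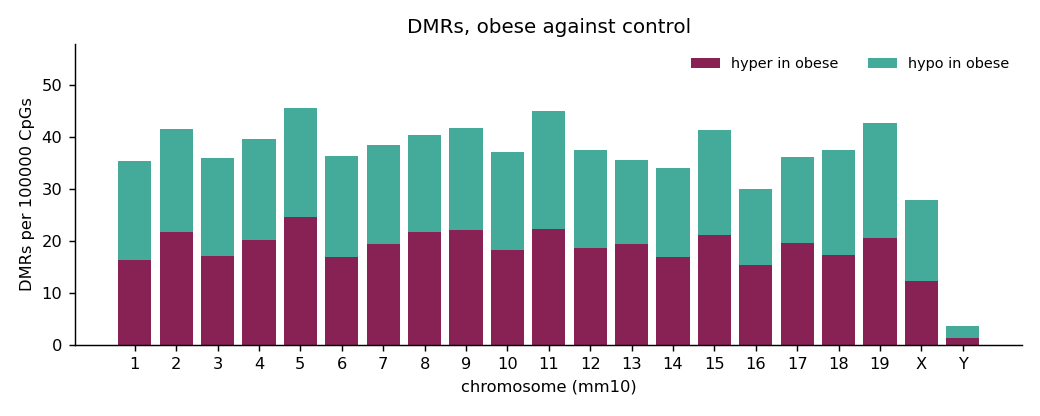
DMRs per 100000 CpGs on each chromosome (mm10), as bars from 0 stacked by direction in obese mice. All CpGs of the sequence are counted, covered by reads or not. The autosomes lie between 30.1 and 45.6, chromosome X at 27.9 and chromosome Y at 3.69.

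DMRs were set against called genes and against BSP-seq. Of the 93 genes higher in obese mice, 37.6% had a hyper-DMR and 36.6% a hypo-DMR within 100 kb of their start, against 36.4% and 35.4% in random sets matched on expression. For the 112 lower genes the shares were 34.8% and 39.3% against 36.5% and 35.5%. The permutation p-values were 0.87, 0.89, 0.79 and 0.46, adjusted 0.89 for each of the 4 tests. Among BSP-seq CpGs, 2 lay inside a DMR, the hyper-DMR of the Lhx9 amplicon (chromosome 1, 138838448 to 138838452). Their mean was 16.1% ± 9.14 in obese and 25.4% ± 8.99 in control mice (SD, n = 5), a difference of -9.36 percentage points with a sign opposite to that of the DMR (exact permutation p = 0.143). Without obese replicate 5 it was -12.93 (exact permutation p = 0.0397).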

Values the study reported

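The study reported 287 genes differentially expressed between young obese and control mice. Of these, it reported 107 with a change of the same sign after weight loss, 51 upregulated and 56 downregulated. From WGBS it reported 4,123 regions that gained and 4,076 that lost methylation in obese mice, of which 1,215 and 1,040 retained their change after weight loss. For BSP-seq it reported a coverage above 2,500× at 233 CpGs. Its target analysis gave 321 genes linked to these regions, 108 of them differentially expressed.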

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

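The test for one deviating library was chosen only after the outlying values were seen. Within each group of 5, a value stood out when its gap to the nearest other value took more than 0.71 of the range of the group. This held for 13 of 199 groups tested, where chance alone gives about 9.9, so most of these values need no explanation beyond chance. The values of the other 4 libraries are given in brackets.

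In CPM, the highest values far from their group were Mgll in formerly obese replicate 1, 50.74 (36.25 to 37.07), Scd1 in obese replicate 4, 22.89 (17.76 to 18.74), Slc16a12 in control replicate 2, 10.41 (9.07 to 9.425), Acss2 in control replicate 2, 272.2 (232.0 to 240.4), Pfkm in obese replicate 2, 21.45 (17.42 to 18.32) and Smad7 in formerly obese replicate 1, 65.71 (52.51 to 55.91). The lowest were Slc16a12 in formerly obese replicate 1, 3.961 (5.317 to 5.711), Smad6 in obese replicate 5, 15.25 (17.11 to 17.9), Cish in formerly obese replicate 3, 10.73 (17.98 to 20.43), Mark4 in control replicate 3, 17.67 (20.87 to 21.48), Map4k5 in control replicate 4, 37.86 (45.16 to 47.56) and Sis in obese replicate 1, 31.26 (39.73 to 43.42). One deviating library was tested as the common cause of these 12 gene values. They were spread over 9 libraries, and the most in one library was 3 (formerly obese replicate 1), which argues against one deviating library. No biological explanation was tested for them, since no label sets these mice apart.

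In methylation, the CpG at 79822735 of chromosome 14 was at 84.21% in formerly obese replicate 5, below the other 4 mice of its group (85.41% to 85.81%) and above the control mean of 83.0%. Read depth per CpG was not given, so sampling noise of this value was not tested. No biological explanation was tested.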

How the results depend on the processing

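No test of this part was chosen after its result was seen, but GC removal, thinning and mean methylation without the Lhx9 amplicon were chosen after seeing the data. Of 222 values for 23 main results, 167 stayed on the same side of their threshold or within the allowed range, 40 moved, 2 passed their threshold newly and 13 reversed. Of the named genes, 705 of 754 values under other settings and 749 of 840 values with a replicate left out kept direction and call. The others lost a call in 23 and 53 values, gained one in 23 and 20 and reversed in 3 and 18. Where no cause is given below, the cause was not tested.

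An adjusted p under 0.05 with no fold cutoff gave 16 genes for obese against control, 282 for formerly obese against control, 25 between formerly obese and obese mice and 6 shared genes. This setting has a stricter p cutoff but no fold cutoff, so some of its genes are not called under the main rule. The main calls held 15 of the 16, 198 of the 282 and 22 of the 25 genes. Shared genes numbered 102 with the replicate number as a block and, rounded, 1.0e+02 with DESeq2 (50 higher, 51 lower). Camera with preset correlation passed 18 list tests. CpGs for obese against control mice fell from 1 to 0 under the exact permutation test per CpG (21 at an unadjusted p under 0.05) and to 0 with the block (35 at an unadjusted p under 0.05), and CpGs for formerly obese against control mice rose from 0 to 1 on the percent scale. The smallest p of the exact test is 0.00794, so over 233 CpGs it can reach the threshold only if many CpGs pass together. The replicate number is not a known pairing. Deviations of same-numbered samples correlated from -0.231 to 0.333 in RNA-seq and from -0.524 to 0.743 in BSP-seq, where each of the 9 correlations of replicates 2, 3 and 5 was positive. Without the Lhx9 amplicon the BSP-seq correlations ran from -0.312 to 0.3.

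DMRs of at least 100 bp numbered 869 hyper, 834 hypo and 1703 in total, fewer by construction. The excess of genes near DMRs over random sets, in percentage points, changed sign in several settings, and none of the 4 shares had departed from random sets. For higher genes and hyper-DMRs it was -0.4 at 50 kb and -2.8 with DMRs of at least 100 bp, and for higher genes and hypo-DMRs -2.0 at 50 kb and -2.8 at 10 kb. For lower genes and hyper-DMRs it was 2.6 at 50 kb, 0.4 at 10 kb and 1.4 with genes at an adjusted p under 0.05, and for lower genes and hypo-DMRs -2.2 at 10 kb and -24.2 with genes at an adjusted p under 0.05. With the GC trend removed, Smad6 in obese mice (log2 -0.019), Chga in formerly obese mice (log2 0.041) and Ascl2 in obese mice (log2 -0.022) changed sign, each from a log2 fold change near 0.

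Across the fits that each left out one replicate, genes called for obese against control mice ranged from 40 (without obese replicate 3) to 331 (without obese replicate 2), for formerly obese against control mice from 362 to 660, and between formerly obese and obese mice from 167 (without formerly obese replicate 5) to 400 (without obese replicate 3). Shared genes ranged from 12 (without control replicate 2) to 140 (without control replicate 4). CpGs ranged from 0 to 2 for obese and from 0 to 1 for formerly obese against control mice. The difference in mean methylation ranged from -0.53 (without control replicate 2) to 0.02 (without control replicate 5) percentage points for obese mice and from -0.07 (without control replicate 2) to 0.48 (without control replicate 5) for formerly obese mice. Without the Lhx9 amplicon the difference was 0.60 percentage points for obese and 0.75 for formerly obese mice. That amplicon holds 20 of the 233 CpGs and has the widest spread. At the CpGs in DMRs the difference ranged from -12.93 (without obese replicate 5) to -6.86 (without control replicate 5). For the retained share, only formerly obese mice were left out in turn. It ranged from 0.418 (without formerly obese replicate 4) to 0.71 (without formerly obese replicate 5), and was 0.573 with all libraries used for picking and measuring and 0.565 as a median of ratios per gene.

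Genes not called that changed sign ranged, in log2 against control mice, from -0.04 to 0.049 (Nfkbia), -0.044 to 0.061 (Smad6), -0.027 to 0.14 (Map4k2), -0.026 to 0.27 (Chga), -0.05 to 0.132 (Lgr5) and -0.044 to 0.138 (Ascl2) in obese mice. In formerly obese mice the ranges were -0.233 to 0.077 (Slc7a9), -0.003 to 0.182 (Smad6) and -0.152 to 0.117 (Chga). Read depth per CpG was not available here, so a coverage minimum for BSP-seq was not run.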

Other observations

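The tests of the GC content trend, of GC bias in single libraries, of diet history as its source, of smooth muscle and fat cells, of DMR spacing, of the Lhx9 amplicon and of the replicate number were chosen only after the result was seen.

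Other splits of the same libraries tested whether the counts need the real groups. For obese against control mice, 1 of 100 splits (the real one) gave as many called genes and 1 of 100 as many gene lists, and the next highest split gave 125 genes. For formerly obese against control mice, 3 of 100 splits gave as many genes (highest other 626) and 2 of 100 as many lists. Between formerly obese and obese mice, 3 of 100 splits gave as many genes (highest other 435) and 4 of 100 as many lists. The fuel genes lower list counts among the lists of both comparisons against control mice. The study chose its genes on these libraries in their real groups, so the real split of obese and control libraries was favoured in its list count. That split gave 3 lists, and the highest other split gave 2. For shared genes, 1 of 100 assignments of all libraries to groups, the real one, gave as many, but the others shared at most 1. As many shared genes came from 6 of 100 splits of formerly obese and control libraries (up to 168), the real one included. Splits of obese and control libraries gave as many in 1 of 100, the real one. A count of 65 can therefore arise with other groups. As many also came from 11 of 100 splits of formerly obese and obese libraries (up to 96). These splits keep the control group, so a change common to both groups would also give high counts. They do not count against the 65. For CpGs, 7 of 100 splits gave as many for obese against control mice, so the one CpG called there is not beyond what other splits give. For the other CpG comparisons, which called 0, as many were given by 100 of 100 splits in each, and as many CpGs at an unadjusted p under 0.05 (22 and 9) by 11 and 48 of 100 splits.

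More genes were called in formerly obese than in obese mice against control mice, by 277. A difference as large came from 53 of 100 splits of the obese and formerly obese libraries, so the difference is not beyond what other splits give and the data do not show a larger change after weight loss. Of the technical explanations, the GC content trend is argued against as the whole cause, as the difference was 243 after its removal, and library size likewise, as it was 299 after thinning. Clock phase at collection cannot be told apart from no shift, since the clock score varied widely between control mice (exact permutation p = 0.7302).

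The shared control libraries may explain the overlap at equal ranks between obese and formerly obese changes. The overlap was 54 genes, within the 42 to 65 of simulated groups with no difference. The simulated groups called too few genes to test the 65 genes called in both comparisons, so shared libraries stay open for these too. The count of shared genes here was 65. It was lower than the number the study reported. With DESeq2, the method of the study, the shared genes were 50 higher and 51 lower.

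Genes of high GC content were called lower in formerly obese mice more often than higher, 91 against 20 among genes with 56% to 70.7% GC. After removal of each library's GC trend, 44 of the 91 were still called, so about as many lost their call as kept it. In this GC range 44 genes were then lower and 43 higher, so the imbalance did not remain. Against obese mice, 106 were lower and 9 higher before removal, and 38 and 36 after it. GC bias of single libraries cannot be told apart from a real change of these genes. The GC trend of the measured library may account for the pattern. In formerly obese replicate 1, whose slope was flattest (-0.01), high-GC genes picked in the other libraries fell less than mid-GC genes (gap 0.194), while in replicates 2 and 5, with steep slopes, they fell more (-0.121 and -0.085). Between these slopes the order was not kept, with a gap of 0.074 in replicate 3 (slope -0.083) and -0.018 in replicate 4 (slope -0.067). Diet history as the source of the GC trend cannot be told apart from library preparation, as the groups may have been prepared apart and the labels name no batch. The slope was -0.099 ± 0.069 in formerly obese and -0.001 ± 0.06 in control mice (SD, n = 5; exact permutation p = 0.0635). In obese mice it was 0.007 ± 0.053 (exact permutation p = 0.0317 for formerly obese against obese mice). Adjusted over the comparisons, these p-values were 0.0952 and 0.0951.

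Cells of another type were weighed for both comparisons against control mice. Smooth muscle or fat cells are argued against in each, since the highest group mean of their lists was 0.35 CPM. Immune cells cannot be told apart from a change in the epithelium, as the immune list had a fry adjusted p of 0.631 in obese and 0.389 in formerly obese mice, while camera gave 0.0293 in formerly obese mice, and too few fibroblast genes were tested. In formerly obese mice, 11 of 11 tested genes of these lists were higher, with 0 called and 4 at an unadjusted p under 0.05. In obese mice 10 of 11 were higher, with 0 called and 0 at an unadjusted p under 0.05.

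Position along the colon is a candidate explanation for higher small intestine genes and lower posterior Hox genes in formerly obese mice, since tissue taken further from the rectum has less posterior Hox expression. Deviations from group means correlated at -0.646 between the lists over 15 libraries (permutation p = 0.0186; Spearman -0.536, permutation p = 0.0782; Pearson -0.656 without the 2 farthest libraries). With the Hox score as covariate, 0 genes were called for formerly obese against control mice and 15 for obese against control mice. The 30 control covariates were scores of 7 genes each, drawn at random from other genes called lower in formerly obese against control mice. Of these, 20 left 10 or fewer calls in the first comparison and 16 left as few as the Hox score in the second. Genes so picked differ between formerly obese and control mice by selection, so a loss of calls was favoured in advance. The covariate fits therefore say little. Position and diet history cannot be told apart here, because the Hox score differs between the groups. Anterior Hox genes did not follow (correlation -0.165, permutation p = 0.547). The colonocyte list, also higher in formerly obese mice, did follow posterior Hox genes (correlation -0.588, permutation p = 0.018). Its Spearman correlation with them was -0.685 (permutation p = 0.00871).

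Immediate early genes were lower in formerly obese mice. Handling of single libraries would lower the list in 1 or 2 of them, but 5 of 5 formerly obese libraries lay below each control library, which argues against it. Handling that differed between whole groups, and diet history, stay open and were not tested.

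DMRs were short, with a median of 28 bp against 65 bp for random runs of as many CpGs. Reads that cover both CpGs could favour short DMRs, and cannot be told apart from short changes in the tissue, since the list gives no values per mouse.

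The Lhx9 amplicon varied more between mice than other amplicons, with a within-group SD of 8.39 percentage points against a median of 0.62. Noise of single CpGs is argued against, as 97.6% of the within-group variance lay in the first component. The replicate number may mark a shared factor such as a processing batch, but this cannot be told apart from chance, as the permutation p adjusted over the amplicons was 0.157. Deviations shared by number had an unadjusted permutation p under 0.05 at 4 of 23 amplicons, where chance gives about 1.15. These were the Lhx9 amplicon, those in an exon of Pcdh8 and in an untranslated region of Vgf, and the one at Ctnnb1, so sharing by number stays open beyond Lhx9. Before adjustment, the numbers shared 80.1% of the within-group variance there (permutation p = 0.0126). The CpGs of the hyper-DMR in this amplicon were lower in obese mice in BSP-seq, which cannot be told apart from mouse-to-mouse spread (exact permutation p = 0.1429; without obese replicate 5, 0.0397). Over the amplicon, obese lay below control samples at 5 of 5 replicate numbers, by a mean of 9.43 percentage points (exact sign-flip p = 0.0625, the smallest that 5 pairs can give). At the Pcdh8 exon amplicon, obese lay above control samples at each number, by a mean of 1.86 percentage points (unpaired exact permutation p = 0.246). At the Vgf and Ctnnb1 amplicons the direction differed between numbers. No same-number test was run for these other amplicons. Whether the numbers pair the samples keeps the Lhx9 and Pcdh8 differences open.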
